# NMD abnormalities during brain development in the *Fmr1*-knockout mouse model of fragile X syndrome

**DOI:** 10.1186/s13059-021-02530-9

**Published:** 2021-11-16

**Authors:** Tatsuaki Kurosaki, Hitomi Sakano, Christoph Pröschel, Jason Wheeler, Alexander Hewko, Lynne E. Maquat

**Keywords:** Nonsense-mediated mRNA decay (NMD), Fragile X protein (FMRP), Upframeshift protein 1 (UPF1), *Fmr1*-KO mouse, Mouse brain development, Cortex, Hippocampus, Cerebellum, Fragile X syndrome

## Abstract

**Background:**

Fragile X syndrome (FXS) is an intellectual disability attributable to loss of fragile X protein (FMRP). We previously demonstrated that FMRP binds mRNAs targeted for nonsense-mediated mRNA decay (NMD) and that FMRP loss results in hyperactivated NMD and inhibition of neuronal differentiation in human stem cells.

**Results:**

We show here that NMD is hyperactivated during the development of the cerebral cortex, hippocampus, and cerebellum in the *Fmr1*-knockout (KO) mouse during embryonic and early postnatal periods. Our findings demonstrate that NMD regulates many neuronal mRNAs that are important for mouse brain development.

**Conclusions:**

We reveal the abnormal regulation of these mRNAs in the *Fmr1*-KO mouse, a model of FXS, and highlight the importance of early intervention.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s13059-021-02530-9.

## Background

A deficiency in the RNA-binding protein FMRP is a hallmark of FXS, the leading single-gene cause of autism [1–3]. Given that FMRP is estimated to bind only ~ 4–5% of mRNAs in human fetal brain [4] and mouse brain [5], it was unexpected that human neuronal mRNAs that co-immunoprecipitate with FMRP are highly enriched in mRNAs that are targeted for NMD (e.g., there is an average ~ 2-fold enrichment of FMRP with NMD targets relative to other cellular mRNAs) [6]. In explanation of this, the binding of FMRP to NMD targets is facilitated by another RNA-binding protein, the key NMD factor upframeshift 1 (UPF1), which is preferentially bound to NMD targets [7] and directly binds FMRP [6]. Small molecules that inhibit NMD were found to normalize the differentiation of induced pluripotent stem cells (iPSCs) derived from FXS-patient fibroblasts to neurons, consistent with the importance of proteins encoded by human NMD targets for proper neuronal-cell differentiation [6].

The *Fmr*1-KO mouse, which lacks FMRP, is a well-studied model of FXS [8–10] that offers the opportunity to study brain development in the absence of FMRP. To determine if FMRP loss in mouse also results in hyperactivated NMD, we first identify NMD targets in mouse Neuro-2a (N2A) neuroblastoma cells, which are readily amenable to transfection and biochemical analyses. We then demonstrate that NMD is indeed hyperactivated in *Fmr*1-KO mouse brain in the perinatal period using two distinct quantitative assays to measure NMD efficiency: the levels of activated, i.e., phosphorylated, UPF1 (p-UPF1), and the levels of NMD targets (normalized to the level of pre-mRNA from which each derived). Our findings map the developmental window of NMD hyperactivation in the *Fmr1*-KO mouse model of FXS and provide a foundation to further examine the effect of hyperactivated NMD on neuronal differentiation in the cortex, hippocampus, and cerebellum, as well as a rationale for early intervention in FXS using NMD inhibitors.

## Results and discussion

We used our established transcriptome-wide RNA sequencing (RNA-seq) methodologies [6] to identify high-confidence NMD targets in mouse N2A neuroblastoma cells, an abundant and biochemically accessible homogeneous source of mouse neural cells. 

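For RIP-seq, N2A cells, a mouse neuroblastoma line, were treated with 200 nM okadaic acid, an inhibitor of protein phosphatases, for 2 h before lysis. RNA that co-immunoprecipitated with p-UPF1, RNA recovered with control rabbit IgG (rIgG) and input RNA were cleaved with RNase I, and short fragments were sequenced from 3 libraries in each of these 3 groups. The authors quantified the reads per transcript with Salmon and deposited the estimated counts, rounded to whole numbers and not scaled for library size, for 140658 transcripts that carry 54325 gene symbols. Total counts ranged from 25184464 to 29857955 in the input libraries (median 26023968), from 5312526 to 6246110 in the p-UPF1 IP libraries (median 6032142) and from 79010 to 474491 in the rIgG IP libraries (median 205177). The smallest share that the depth can show, 3 counts of the total, was 0.100 to 0.119 CPM (counts scaled by the library total) in the input libraries, 0.480 to 0.565 CPM in the p-UPF1 IP libraries and 6.32 to 38 CPM in the rIgG IP libraries. These floors cover counting error only, because PCR copies of a fragment are not independent molecules. In each library, the 10 most-counted transcripts took between 76.8% and 82.3% of the counts. Replicate libraries differed by more than the sampling noise, with a chi-square per degree of freedom of 9.61 to 26.5 across transcripts, so that no library was counted as a copy of another. Each comparison of 2 groups used edgeR's quasi-likelihood test on the 6 libraries concerned, after TMM normalization, for transcripts with a summed count of at least 10. Transcripts with a log2 fold change above 1 and a Benjamini-Hochberg adjusted p under 0.05 were called enriched, after the legend of Fig. 1a. Because a short fragment can be shared by several transcripts of a gene, the counts were also summed per gene and tested in the same way. The biological coefficient of variation between replicates was 96.7% for transcripts and 12.4% for summed counts in the comparison of the p-UPF1 IP with input. RNA-seq upon knockdown of UPF1 (UPF1-KD) is not analysed here.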

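In the p-UPF1 IP, 3644 of 42616 tested transcripts were enriched over input, and they belonged to 3023 genes, while 6908 transcripts were depleted past the same thresholds. With library totals in place of TMM, enriched transcripts (5249) outnumbered depleted ones (4597). They did so too with DESeq2 on all 9 libraries without a filter (5109 and 3088), a fit chosen after seeing the data. In every other setting run, depleted transcripts outnumbered enriched ones. This held with DESeq2 on the 6 libraries compared (8079 depleted and 5325 enriched) and with RLE factors (6401 and 3885). The alternative that moved the number of enriched transcripts most was a fit with the replicate number as a block, which called 1075 enriched. Libraries of the same number did not deviate together from their group means (mean r = 0.000984 across 16135 transcripts). Over the rIgG IP, 2916 of 23034 tested transcripts were enriched in the p-UPF1 IP, and 818 with the replicate block (mean r of same-numbered libraries -0.0132), but leaving out any p-UPF1 IP library left 1 or 2 transcripts enriched. In the rIgG IP over input, 0 of 36312 tested transcripts were enriched, 478 had a log2 fold change above 1 at an unadjusted p under 0.05, and the replicate block gave 132 (mean r -0.000313). In counts simulated for this last comparison, the test recovered 0 of 200 changed transcripts, so that a count of 0 does not show that no transcript was enriched. Of the 1027 genes listed in Table S1, which the paper called partly on these libraries, 715 had at least 1 transcript enriched over input. Of the 1027, 518 had one enriched over the rIgG IP and 423 had both, 379 of them with the same transcript enriched in each. With the replicate block, these counts were 252 over input and 182 over the rIgG IP. With DESeq2, which the paper used, they were 830 and 378, and with library totals 851 and 269. By summed counts, 448 of the 1027 genes were enriched over input, and the same number when p was adjusted over the list alone. Their median log2 fold change was 0.80, against -0.50 for the other 15892 genes tested. Of the 3644 enriched transcripts, 1525 (41.8%) belonged to a gene that was not enriched by its summed counts. The paper takes transcripts that both increase in the p-UPF1 IP over input and rise in abundance upon UPF1-KD as NMD targets (Fig. 1a).

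**Figure D1:**
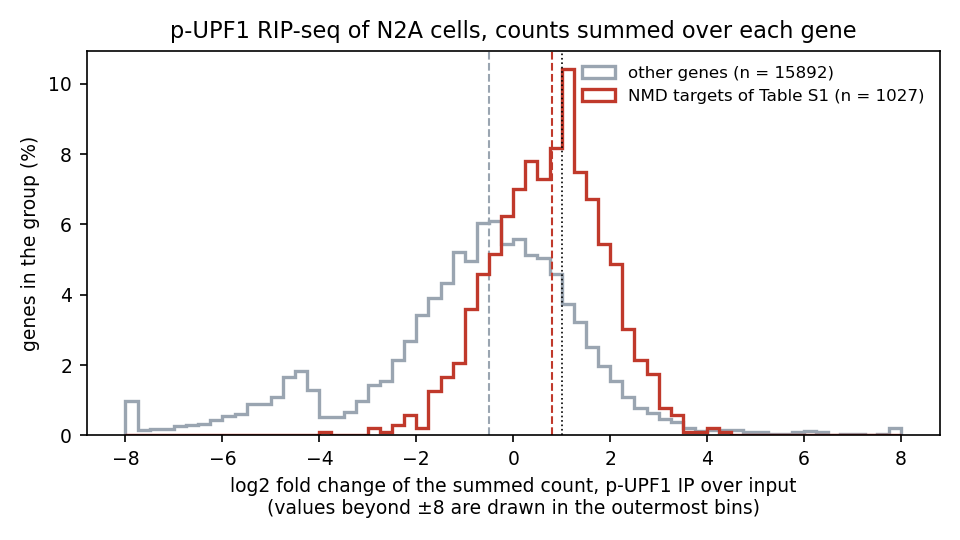
Distribution of the log2 fold change of summed counts, p-UPF1 IP over input, for the 1027 genes of Table S1 and the 15892 other genes tested, each as a share of its group. Dashed lines mark the medians, 0.80 and -0.50, the dotted line marks a log2 fold change of 1, and values beyond the axis are drawn in the outermost bins.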

Through parallel analyses of RNA-seq upon UPF1-knockdown (KD), and RNA immunoprecipitation (RIP-seq) footprinting of p-UPF1-bound RNAs (Fig. 1a–c), we identified 1027 high-confidence neuronal NMD targets (Fig. 1a and Additional file 1: Table S1; hereafter referred to as NMD targets). This is consistent with findings for human SH-SY5Y neuroblastoma and other mammalian cells that ~ 5–10% of protein-encoding cellular genes produce NMD targets [6, 7, 11].

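In the mouse annotation GENCODE M21, 12442 protein-coding genes had at least 1 transcript tested in the p-UPF1 IP over input, and 2695 of them (21.7%) had an enriched transcript. Table S1 lists 1004 genes annotated as protein-coding, which are 8.07% of the protein-coding genes with a tested transcript and 4.62% of the 21745 protein-coding genes in the annotation. Table S1 genes with an enriched transcript made up 5.65% of the protein-coding genes with a tested transcript. With the replicate block, 1004 genes of any type had an enriched transcript, against 3023 without it. For Table S1 genes these numbers were 252 and 715, so the shares of 21.7% and 5.65% would be lower with the block. With DESeq2, 4117 genes of any type and 830 Table S1 genes had an enriched transcript, so both shares would be higher. By summed counts, 2386 of 12793 protein-coding genes (18.7%) were enriched, and those that are also in Table S1 made up 3.42%.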

**Fig. 1:**
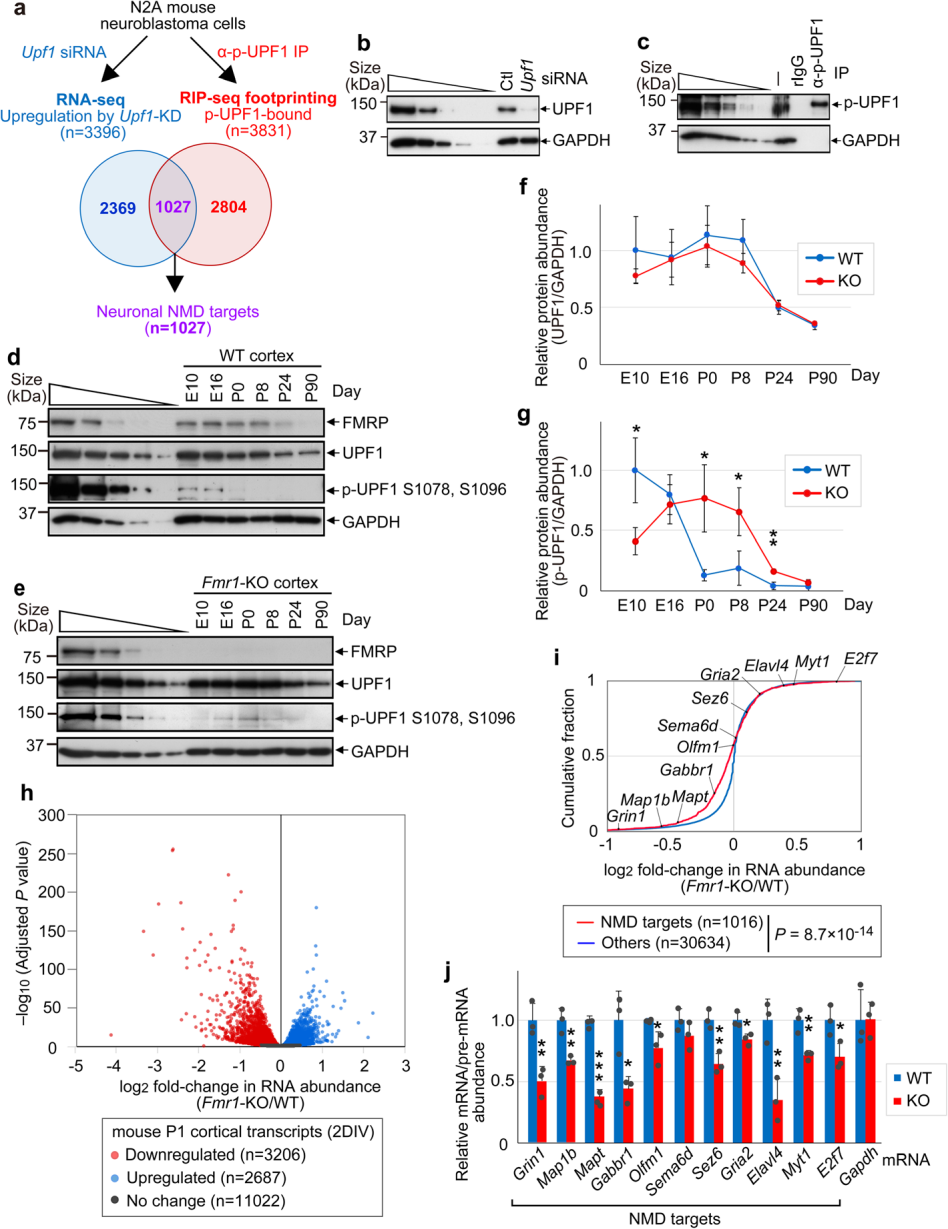
NMD is hyperactivated during mouse cortex development. **a** Venn diagram defining mouse N2A-cell NMD targets based on their upregulation by *Upf1* siRNA (UPF1-KD) relative to control siRNA (log_2_ fold-change > 0, adjusted *P* value < 0.05) as determined by RNA-sequencing (RNA-seq), denoted in blue, and their increased immunoprecipitation (IP) using antibody (α) to phosphorylated UPF1 (p-UPF1) and RNA IP (RIP)-seq footprinting relative to size-matched input Neuro2A(N2A) RNA (log_2_ fold-change > 1, adjusted *P* value < 0.05), shown in red. *n*, number of transcripts. **b** Western blots of lysates of N2A cells cultured with either control (Ctl) siRNA or *Upf1* siRNA used in **a**. Results represent three independently performed experiments. Here and elsewhere, leftmost lanes under the wedge represent 3-fold serial dilutions to show that results are within the linear range of analysis. **c** As in **b**, but before (−) or after IP using α-p-UPF1 or, as a control, rabbit IgG (rIgG). Results represent three independent experiments. **d** Western blot of cortex from wild-type (WT) mice at the denoted day of embryonic (E) or postnatal (P) development using the specified antibody. Results represent three independent experiments. **e** As in **d**, but using *Fmr1*-knockout (KO) mouse cortex. Results represent three independent experiments. **f** Line plot of the ratio of UPF1 normalized to GAPDH as quantitated from **d** and **e**. Means ± S.D., where *n* = 3 (WT) and 3 (*Fmr1*-KO). **g** As in **f**, but for the ratio of p-UPF1 normalized to GAPDH. Means ± S.D., where *n* = 3 (WT) and 3 (*Fmr1*-KO). (*)*P* < 0.05 or (**)*P* < 0.01 compares *Fmr1*-KO cells relative to WT cells (two-sided unpaired t-test). **h** Volcano plot of RNA-seq data deriving from 2-day cultures of neurons from WT or *Fmr1*-KO mouse P1 cortex. All results derive from independently derived samples in triplicate. **i** Using data from **h**, cumulative fraction analysis, where the category “Others” consists of cellular transcripts not defined in **a** as NMD targets. *n*, number of transcripts. *P* values were calculated by the two-sided Wilcoxon rank-sum test. **j** Histogram representation of RT-qPCR demonstrating that NMD is hyperactivated in cultured neurons from the P1 cortex of *Fmr1*-KO mice. The level of each NMD target was normalized to the level of the pre-mRNA from which it derives, and the normalized level in WT mice is defined as 1. Means with S.D., where *n* = 3 (WT) and 3 (*Fmr1*-KO). (*)*P* < 0.05, (**)*P* < 0.01 or (***)*P* < 0.001 compares *Fmr1*-KO cells relative to WT cells (two-sided unpaired *t* test)

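Table S1 includes 11 NMD targets that the paper names in its text or figures, and the p-UPF1 IP was compared with input for each by summed counts and by transcript. By summed counts, 5 were higher in the p-UPF1 IP with an adjusted p under 0.05 from edgeR's quasi-likelihood test, 3 were lower, and 3 could not be told apart from input. The summed count of Grin1 was 7.31 ± 2.81 CPM (SD, n = 3, after TMM scaling) in the p-UPF1 IP and 3.58 ± 0.37 CPM in input, a log2 fold change of 1.01 with a standard error of 0.24 (adjusted p = 0.00406, edgeR). Grin1 was the only gene of the 11 that passed both thresholds by summed counts, but narrowly: its log2 fold change was 0.995 with the replicate block, 0.93 without a filter on low counts and 0.73 to 1.27 with single libraries left out, and was under 1 without input replicate 2 or 3 or p-UPF1 IP replicate 1. The log2 fold change of Map1b was 0.86 with a standard error of 0.07, from 602 ± 26.3 CPM in input to 1094 ± 55.8 CPM (SD, n = 3). For E2f7, Mapt and Gria2 it was 0.76, 0.58 and 0.43, and that of Gria2 did not pass with the replicate block (adjusted p = 0.050, edgeR), without a filter on low counts (adjusted p = 0.133) or when input replicate 2 or 3 or p-UPF1 IP replicate 2 or 3 was left out. Elavl4, Sema6d and Olfm1 were lower in the p-UPF1 IP, with log2 fold changes of -1.54, -0.66 and -0.44. Sez6, Gabbr1 and Myt1 had log2 fold changes of -0.28, -0.21 and -0.01, with adjusted p-values of 0.107, 0.152 and 0.963 (edgeR), and each became positive when the libraries were scaled by their totals alone, under which Myt1 was higher (0.40, adjusted p = 0.0273, edgeR) and Olfm1 and Sema6d were no longer told apart from input (-0.03 and -0.26). Library totals also moved the median of all genes, from -0.42 to -0.01, so that these changes are not specific to the genes named. At least 1 transcript was enriched for 7 of the 11 genes, and each of these 7 also had a depleted transcript. With the replicate block, the enriched transcript of Map1b still passed (adjusted p = 0.0398, edgeR). Those of Grin1, Olfm1, Sez6, Elavl4, Myt1 and E2f7 did not, with adjusted p-values of 0.0786 to 0.181 (edgeR). Of Grin1, the transcript with the smallest p of those higher in the p-UPF1 IP, ENSMUST00000114310.9 (chromosome 2 of GRCm38, 25291181 to 25319095, 21 exons) had 0 counts in every input library and 36, 32 and 16 counts in the p-UPF1 IP libraries, at least 25.9-fold higher. The most-counted transcript of Grin1, ENSMUST00000114314.9 (25291181 to 25319120, 20 exons) had 44, 75 and 66 counts in input and 0 in every p-UPF1 IP library. Neither contains a stretch of 35 nt that is absent from every other transcript of Grin1. Of Myt1, the transcript ENSMUST00000108757.8 (chromosome 2, 181767322 to 181827768) was at least 47.5-fold higher in the p-UPF1 IP, and 0.63% of its 35-nt windows are found in no other transcript of the gene. Its most-counted transcript, ENSMUST00000129843.7, had 135, 146 and 168 counts in input and 5, 0 and 0 in the p-UPF1 IP libraries. The most-counted transcripts of Map1b (ENSMUST00000064762.5), Mapt (ENSMUST00000106992.9) and E2f7 (ENSMUST00000073781.11) share less sequence, with 81.0%, 71.7% and 34.5% of windows of their own, and had log2 fold changes of 0.49, 0.14 and 1.52 and adjusted p-values of 0.00514, 0.275 and 0.0262 (edgeR).

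**Figure D2:**
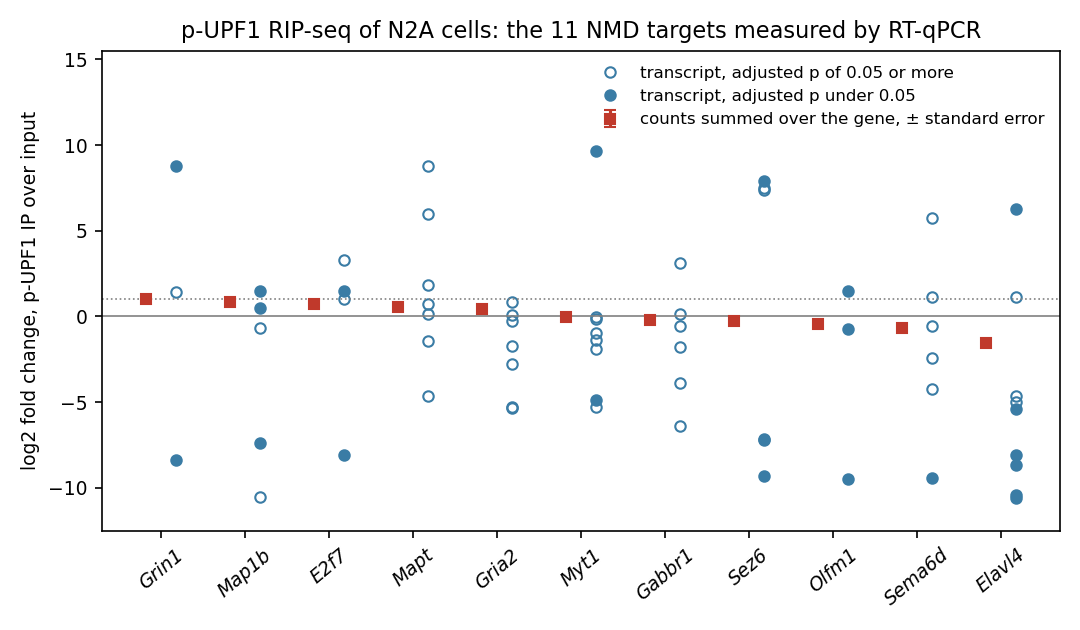
Log2 fold change of the p-UPF1 IP over input for the 11 genes. Red squares show summed counts with their standard errors, and blue points show single transcripts, filled where the adjusted p was under 0.05. The squares lie between -1.54 and 1.01, while single transcripts of one gene lie far apart on both sides of 0.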

The neuronal NMD targets identified here are expressed throughout the mouse brain (Additional file 2: Fig. S1a). In particular, > 50% (527/1027) of NMD targets defined for N2A cells produce proteins in the cerebral cortex, which regulates motor function and aspects of cognition that include attention and language. The functional significance that 421 NMD targets defined for N2A cells are expressed in the hippocampus (Additional file 2: Fig. S1a) is exemplified by the finding that inhibiting NMD after a prolonged seizure using the small molecule NMDI-14 reduced subsequent spontaneous seizures [12]. Among them, 407 of the 421 NMD targets expressed in the hippocampus are also expressed in the cerebral cortex (Additional file 2: Fig. S1a). Gene Ontology (GO) term enrichment analysis for biological process followed by network analysis revealed that N2A-cell NMD targets are indeed significantly enriched to encode proteins that function in neuronal signaling processes such as neuronal synaptic organization, regulation of exocytosis, and neurotransmitter secretion (Additional file 2: Fig. S1b).

To test for possible differences in the efficiency of NMD in *Fmr1*-KO relative to wild-type (WT) mice, we first examined protein isolated from the cerebral cortex, hippocampus, and cerebellum. The cerebral cortex was of particular interest given its overall high abundance of FMRP [13], and our ability to isolate cortical tissue as early as embryonic day 10 (E10) [14]. While the level of UPF1 in WT mice relative to *Fmr1*-KO mice remained comparable at all developmental stages that were assayed (Fig. 1d, e), the level of phosphorylated UPF1 (p-UPF1), which can be used as a proxy for NMD efficiency [6, 7, 15], showed developmentally delayed expression and persistently elevated levels in the perinatal period in *Fmr1*-KO mice. NMD is most active at E10 and E16 in WT mice, during which time p-UPF1 levels are just starting to increase in *Fmr1*-KO mice. NMD efficiency then precipitously drops by P0 in WT mice but remains abnormally high through P24 in *Fmr1*-KO mice (Fig. 1f, g). Given these findings, and that NMD has been shown to promote the stem cell state of mouse neuronal stem cells derived from E14.5 brains grown as neurospheres and to decrease in efficiency once these cells were differentiated by withdrawing growth factors [16], it follows that neuronal cell differentiation would be abnormally delayed in *Fmr1*-KO mice.

Consistent with FMRP loss hyperactivating NMD during development, RT-qPCR demonstrated that the abundance of each of three NMD targets (*Grin1*, *Map1b*, and *Mapt*) in *Fmr1-KO* relative to WT mice were abnormally low in P0 and P8 cortex (Additional file 2: Fig. S1c). Moreover, RNA-seq of cortical neurons deriving from 2-day cultures of P1 cortex (Fig. 1h) revealed that the levels of NMD targets defined here (Fig. 1a and Additional file 1: Table S1) were generally and significantly (*P* = 8.7 × 10^−14^) decreased in *Fmr1*-KO relative to WT mice (Fig. 1h, i), concomitantly with an increased abundance of p-UPF1 (Additional file 2: Fig. S1d). Our rationale for performing RNA-seq using P1 cortex cultured for 2 days in vitro rather than using cortex per se was to reduce the cell-type heterogeneity that typifies cortex.

GO term enrichment analysis for biological process revealed that the downregulated transcripts encode proteins typically functioning in various synaptic signaling pathways (Additional file 2: Fig. S1e, and Additional file 3: Table S2). However, it should be noted that utilizing NMD targets that we established for N2A neuroblastoma cells to define those expressed in 2-day cultures of P1 cortex would overlook NMD targets expressed in 2-day cultures but not in N2A cells. As an additional assay of NMD efficiency, RT-qPCR was used to normalize the level of 11 NMD targets in 2-day cultures of P1 cortex from WT and *Fmr1*-KO mice to the level of pre-mRNA from which each derives, the latter of which controls for changes in NMD target abundance that could be due to changes in mRNA synthesis rather than hyperactivated NMD in *Fmr1*-KO mice. Results indicated that *Fmr1*-KO indeed hyperactivates NMD (Fig. 1j). Of these mRNAs, *Gabbr1* mRNA was previously deemed to be an NMD target given its upregulation in *Upf1* siRNA-treated mouse embryonic stem cells [17]. Notably, these NMD targets, i.e., *E2f7*, *Myt1*, *Elavl4*, *Gria2*, and *Sez6* mRNAs, include those upregulated in abundance, as measured either by RNA-seq (Fig. 1i) or RT-qPCR (data not shown), prior to normalizing to the even larger upregulation in the production of their pre-mRNAs (Fig. 1j), i.e., mRNAs whose enhanced NMD is masked by their increased synthesis.

We additionally analyzed NMD efficiency in the hippocampus and cerebellum of WT and *Fmr1*-KO mice, but beginning on E16 rather than E10 since both regions are underdeveloped at E10. Quantification of the level of UPF1 or p-UPF1 in the cerebellum (Fig. 2a–c) and hippocampus (Fig. 2d–f) demonstrated that the level of UPF1 was similar for WT and *Fmr1*-KO mice at all developmental stages analyzed, but the level of p-UPF1 in *Fmr1*-KO mice was abnormally elevated from E16 through P8 before returning to normal by P24 (Fig. 2a–f).

**Fig. 2:**
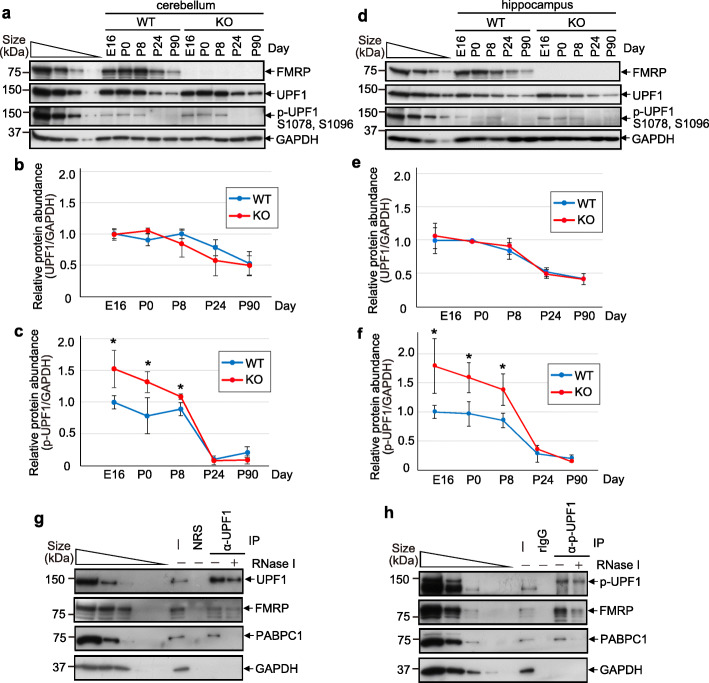
NMD is hyperactivated during mouse cerebellum and hippocampus development in the *Fmr1*-KO mouse, and FMRP co-immunoprecipitates with UPF1 and p-UPF1 in P0 cortex of the WT mouse. **a** As in Fig. 1d, but for WT and *Fmr1*-KO cerebellum. Representative of three independently performed experiments. **b** As in Fig. 1f, but for WT and *Fmr1*-KO cerebellum. Means ± S.D., where *n* = 3 (WT) and 3 (*Fmr1*-KO). **c** As in Fig. 1 g, but for WT and *Fmr1*-KO cerebellum. Means ± S.D., where *n* = 3 (WT) or 3 (*Fmr1*-KO). (*)*P* < 0.05 compares *Fmr1*-KO cells relative to WT cells (two-sided unpaired *t* test). **d** As in **a**, but for the hippocampus. **e** As in **b**, but for the hippocampus. **f** As in **c**, but for the hippocampus. Means ± S.D., where *n* = 3 (WT) and 3 (*Fmr1*-KO). (*)*P* < 0.05 compares *Fmr1*-KO cells relative to WT cells (two-sided unpaired *t* test). **g** Western blots of lysates of WT P0 cortex before (−) or after IP with (+) or without (−) RNase I using anti(α)-UPF1 or, as a negative control, normal rabbit serum (NRS). Representative of two independently performed experiments. **h** As in **g**, but using α-p-UPF1 and, as a negative control rabbit IgG (rIgG) in IPs. Representative of two independently performed experiments

The mechanism by which NMD is hyperactivated in human iPSCs involves a direct interaction between FMRP and UPF1; this interaction facilitates the recruitment and/or stabilizes the binding of FMRP to NMD targets via its association with UPF1 and p-UPF1 [6]. To determine if FMRP and UPF1 function analogously in vivo, UPF1 and p-UPF1 were immunoprecipitated from lysates of WT P0 cortex in the absence or presence of RNase I. FMRP was detected in each immunoprecipitation (IP) in a partially RNase I-resistant manner (Fig. 2g, h), providing an indication that the direct interaction between the two proteins observed in human cells is conserved in mouse. The same result was evident for P0 cerebellum (data not shown). This makes sense given that the interspecies amino-acid identities of FMRP and of UPF1 are 96% and 98.5%, respectively (Additional file 2: Fig. S2a and b). As controls, the co-IP of the poly(A)-binding protein PABPC1 was sensitive to RNase I treatment, GAPDH failed to co-immunoprecipitate with either UPF1 or p-UPF1, and no protein was immunoprecipitated in control IPs that used normal rabbit serum or rabbit IgG (Fig. 2g, h).

Consistent with an interaction of FMRP with UPF1 and p-UPF1 (Fig. 2g, h) [6], we find that p-UPF1 and FMRP are co-expressed in cells of the developing cortex, hippocampus, and cerebellum (Additional file 2: Fig. S2c). At P0 in the mouse, we find that p-UPF1 is widely expressed in the developing cortex, and particularly in the cortical plate (CP) and subventricular zone (SVZ). As previously reported [13, 18–21], FMRP is also widely expressed in the developing cortex, including the CP. In the hippocampus, p-UPF1 and FMRP are highly co-expressed in the granule and molecular layers of Cornus Ammon regions 1–3 (CA1-3), and expression of FMRP and p-UPF1 in the cerebellum overlaps extensively in the molecular cell layer (Additional file 2: Fig. S2c) [13, 22]. Thus, while p-UPF1 and FMPR staining can also be observed in germinal zones such as the ventricular zone of the cortex and dentate gyrus of the hippocampus, the highest level of co-expression was found in areas of differentiating neuronal-cell populations, i.e., the CP and molecular layer.

At the subcellular level, FMRP, UPF1, and p-UPF1 were co-localized in both the soma and the neurites of cortical neurons in vivo and in vitro (Additional file 2: Fig. S2d and e, respectively) by confocal imaging. Since the co-localization of FMRP and p-UPF1 is known to also occur on translating NMD targets in human cells [6], our localization of both proteins to neurites (Additional file 2: S2d and e) is consistent with the recent report that FMRP promotes RNA localization to neuronal projections in mouse neuronal catecholaminergic CAD cells [23].

## Conclusions

We show here that NMD controls the production of proteins throughout the mouse brain (Additional file 2: Fig. S1a) and, by doing so, regulates neuron differentiation, including the development of neuronal processes, synapse organization, and neurotransmitter secretion (Additional file 2: Fig. S1b). These results are consistent with wide co-expression of FMRP and p-UPF1 in the developing brain (Additional file 2: Fig S2c and d). Our findings reinforce data illustrating the importance of properly regulated NMD to proper neurogenesis in both humans and mice [6, 16, 24–27], and how loss of FMRP results in misregulated NMD both in utero and after birth (Figs. 1 and 2).

Prior to this work, connections between FMRP and the regulation of NMD efficiency in a way that is essential for proper neurogenesis in the mouse were largely anecdotal. As one example that can be inferred from studies using rats, the NMD of *Arc* mRNA, a dendritic mRNA, has been shown in rats to depend on eIF4A3, a constituent of the exon-junction complex that is deposited on newly made mRNAs as a consequence of pre-mRNA splicing [28]. The same study demonstrated that eIF4A3-KD in cultured rat neurons not only inhibits the NMD of *Arc* mRNA but also leads to increased miniature excitatory postsynaptic currents, consistent with an increase in the synaptic abundance of glutamate receptor 1 (GluR1), which is a type of α-amino-3-hydroxy-5-methyl-4-isoxazolepropionic acid (AMPA) receptor [28]. Notably, *Arc* mRNA translation is strictly regulated by FMRP dependent on group 1 metabotropic glutamate receptor (mGluR) stimulation and long-term depression of excitatory synaptic transmission in mouse and rat hippocampal neurons [29].

As another example, loss of FMRP in primary mouse hippocampal neurons results in destabilization of postsynaptic density 95 (*Psd95*) mRNA [30], which binds FMRP and encodes a protein essential for synaptic plasticity and learning [31]. The FMRP-mediated stabilization of *Psd95* mRNA is promoted by mGluR activation [30], and the level of *Psd95* mRNA is post-transcriptionally regulated by alternative splicing coupled to NMD during the early developmental stage of mouse cortical neurons [32], providing another molecular link between FMRP and NMD.

To further complicate mechanistic differences between WT and *Fmr1*-KO mice, FMRP has been shown to regulate many aspects of gene expression beyond mRNA translation, including chromatin modification, RNA synthesis and processing, adenosine deaminases acting on RNA, and microRNA associations with RNA-induced silencing complexes [33].

Our finding that NMD is hyperactivated at particular developmental stages in utero and postnatally in *Fmr1*-KO mice suggests that small molecule inhibitors of NMD, which have already shown efficacy when administered to mice to rectify neuronal-cell metabolism [12, 34], should be tested as a means of restoring gene expression and behavioral and cognitive functions [35, 36]. There have already been numerous studies focusing on potential treatments for FXS by targeting the aberrant synaptic signaling pathways. Despite promising results with mGluR5 inhibition using the *Fmr1*-KO mouse [37–39], results from large clinical trials in patients age 12 and older have been disappointing [40]. There are currently several other ongoing trials that involve pharmacological intervention of neuronal transmission to treat patients, only few of whom are younger than age 5 (https://clinicaltrials.gov/). Our results indicate that a very early developmental period, essentially at and soon after the time of birth, may define the window of opportunity during which an alternative therapeutic pathway, i.e., inhibition of NMD, may be helpful. Such an approach would require earlier diagnoses that, given the prevalence of this disease, may not be an unreasonable goal.

## Methods

### Animals

Wild-type (WT) and *Fmr1*-knock-out (KO) mice in the C57BL/6 J background (The Jackson Laboratory) were used in this study. All animal work was performed in the University of Rochester Medical Center (URMC) vivarium and according to the protocol approved by the University Committee on Animal Resources (UCAR-2018-027).

### Mouse brain harvesting

For fresh brain-tissue collection, mice were euthanized by carbon dioxide anesthesia, the brain was excised from the skull, and specific regions were removed and quickly frozen on dry ice. For perfused tissues, mice were anesthetized with ketamine (100 mg/kg)/xylazine (10 mg/kg) intraperitoneal injection and perfused with phosphate buffered saline (PBS) followed by 4% paraformaldehyde (PFA) in PBS. The brains were removed from the skull and post-fixed in 4% PFA for 2 h at 4 °C and dehydrated in 30% sucrose/PBS for 2 days before embedding in Tissue-Tek OCT Compound (Sakura Finetek USA). Cryosections (14 μm) were obtained using a Leica CM1860UV at the URMC Histology, Biochemistry, and Molecular Imaging core facility.

### Cell cultures and transfections

Commercially obtained N2A mouse neuroblastoma cells (ATCC, CCL-131), which were authenticated by ATCC and free of mycoplasma, were cultured in Dulbecco’s modified Eagle’s medium/Nutrient Mixture F-12 (DMEM/F-12, Thermo Fisher Scientific) supplemented with 10% fetal bovine serum (VWR). Cells (0.3 × 10^6^/6-well plate) were transiently transfected with 60 pmol of Ambion Silencer Negative Control #1 siRNA (Thermo Fisher Scientific) or *Upf1* siRNA (Additional file 3: Table S2) using the TransIT-X2 Dynamic Delivery System (Mirus Bio). For p-UPF1 RIP-seq, N2A cells were treated with 200 nM okadaic acid (Sigma) for 2 h prior to cell lysis and immunoprecipitation.

Cerebral cortical tissues were removed from WT or *Fmr1*-KO P1 pups and dissociated using papain protease (Worthington) and mechanical trituration. Dissociated cells were filtered using 40 μm cell strainers (BD Falcon) to remove blood vessels and tissue clumps, then immune-depleted of ACSA2^+^ astrocytes [41] and myelin using anti-ACSA-2 and anti-myelin microbeads (Miltenyi Biotech), respectively, and were then plated on 5 ng/ml laminin/poly-L lysine substrate (Thermo Fisher Scientific) at 4.2 × 10^4^ cells/cm^2^ and cultured for 2 days in Neurobasal/B27 Plus Medium (Thermo Fisher Scientific) supplemented with 1× penicillin-streptomycin solution (Thermo Fisher Scientific).

### Immunoprecipitations

Immunoprecipitations (IPs) were performed as described previously [6, 42] in the presence or absence of 1 U/μl of RNase І (Thermo Fisher Scientific, AM2294) using the following antibodies: anti-UPF1 [43], anti-p-UPF1 S1116 (MilliporeSigma, 07-1016) or, as a negative control, either normal rabbit serum (NRS, Sigma-Aldrich) or rabbit IgG (rIgG, Sigma-Aldrich).

### Protein and RNA preparations

Cells and tissues were lysed using cycles of pipetting, vortexing, and incubating on ice (in that order) over a 10-min period in Hypotonic Gentle Lysis Buffer [10 mM Tris (pH 7.4), 10 mM NaCl, 10 mM EDTA, 0.5% w/w Triton X-100 (Thermo Fisher Scientific)] supplemented with 1× Halt Protease and Phosphatase Inhibitor Cocktail (Thermo Fisher Scientific). After the addition of NaCl to 150 mM, lysates were centrifuged at 15,000×*g* for 10 min and used in protein analyses. RNA was extracted and purified using TRIzol reagent following the manufacturer’s instructions (Thermo Fisher Scientific).

### Western blotting

Western blotting was performed as described previously [6, 7, 44] using the following antibodies: anti-UPF1 [43]; anti-p-UPF1 S1078, S1096 [7, 45]; anti-p-UPF1 S1116 (Millipore Sigma, 07-1016); anti-FMRP (Abcam, ab17722); anti-GAPDH (Cell Signaling, 2118S); and anti-PABPC1 (Abcam, ab21060). Uncropped western blots are included as Additional file 5.

### RT-qPCR

RT-qPCR was undertaken as described previously [6, 7]. PCR primer pairs are provided in Additional file 3: Table S2.

### Sequence alignment and sequence similarity analyses

Sequence alignment was performed using BioEdit ver. 7.0.9.0 and CLUSTAL X ver. 2.0, and sequence similarity was undertaken using the BLOSUM62 matrix.

### RNA library preparation for RNA-seq and RIP-seq

For RNA-seq library preparation using RNA from N2A cells, or P1 cortical cells after culturing for 2 days, RNA concentration and quality were evaluated using a NanoDrop 1000 spectrophotometer (Thermo Fisher Scientific) and a Bioanalyzer 2100 (Agilent), respectively. RNA-seq libraries were constructed using the TruSeq Stranded mRNA Library Prep Kit (Illumina) and 200 ng of RNA following the manufacturer’s instructions. The quantity and quality of libraries were measured using a Qubit 4 Fluorometer (Thermo Fisher Scientific) and a 5300 Fragment Analyzer System (Agilent), respectively. Libraries were sequenced using a NovaSeq 6000 SP Flowcell (Illumina), generating single-end reads of 100 nucleotides with at least 25 million raw reads per sample.

For RIP-seq library preparation, total or immunoprecipitated N2A-cell RNA was cleaved using RNase I (Thermo Fisher Scientific), and 25–50-nt fragments were size-selected after electrophoresis in 12% polyacrylamide containing 6 M urea [42]. Fragment concentration and quality were assessed using a NanoDrop 1000 Spectrophotometer and Bioanalyzer 2100, respectively. Sequencing libraries were generated using the NEBNext Small RNA Library Prep Kit (New England Biolabs) and 100 ng of fragmented total or immunoprecipitated N2A-cell RNA, which was ligated to 3′- and 5′-adaptors as specified by the manufacturer. cDNA was synthesized, and libraries were generated using 12 PCR cycles. Library quantity and quality were assessed as described above for RNA-seq. Library fragments between 125−200 basepairs (considering that the adaptors added 120 basepairs) were size-selected using PippinHT (Sage Science) after electrophoresis in a 3% agarose gel. Sequencing employed NextSeq 550 High Output Flowcell (Illumina), generating single-end reads of 50 nucleotides.

### Computational analyses of RNA-seq and RIP-seq data

Raw reads generated from the Illumina basecalls were demultiplexed using bcl2fastq version 2.19.1. Quality filtering and adapter removal were performed using FastP version 0.20.0 or 0.20.1 with parameters “–length_required 35 –cut_front_window_size 1 –cut_front_mean_quality 13 –cut_front –cut_tail_window_size 1 –cut_tail_mean_quality 13 –cut_tail –w 8 -y –r -j”. Cleaned reads were then mapped to the *Mus musculus* reference genome (GRCm38.p6 + Gencode-M22 Annotation) using STAR_2.7.0f or 2.7.6a and parameters “–twopass Mode Basic –runMode alignReads –outSAMtype BAM Unsorted –outSAMstrandField intronMotif –outFilterIntronMotifs RemoveNoncanonical –outReads UnmappedFastx”. For RNA-seq analyses, gene-level read quantification was derived using the subread-1.6.4 package (featureCounts) with a GTF annotation file (Gencode M22 or M25) and parameters “-s 2 -t exon -g gene_name”. For RIP-seq analyses, transcript-level reads were quantified with Salmon-0.13.1 using default parameters. Differential expression analysis was performed using DESeq2-1.22.1 with an adjusted *P* value threshold of 0.05 within R version 3.5.1 (https://www.R-project.org/). Gene Ontology term enrichment analysis for biological processes was performed using the Protein Analysis Through Evolutionary Relationships (PANTHER) classification system version 16.0 (http://www.pantherdb.org/) and a FDR *P* value threshold of 0.05 (Fisher’s exact test). Molecular interaction network was drawn using Cytoscape ver. 3.6.1 and an edge cutoff value of 0.375. Edinburgh Mouse Atlas Project Anatomy (EMAPA) term enrichment analysis was performed using the Mouse Genome Informatics (MGI; http://www.informatics.jax.org/) resource at The Jackson Laboratory and a *P* value threshold of 0.05 (Holm-Bonferroni method).

### Immunofluorescent labeling and microscopy

WT and *Fmr1*-KO mouse brains were harvested after transcardial perfusion with 4% paraformaldehyde in phosphate-buffered saline. Dissected brains were cryo-sectioned and immunofluorescently labeled as previously described [46], with the following modifications: 14 μm sections were boiled for 10 min in 10 mM Citrate Buffer, pH 6 (Sigma Aldrich). Following overnight incubation at 4 °C with primary antibodies mouse anti-FMRP (1:75, Developmental Studies Hybridoma Bank 7G1-1) and rabbit anti-p-UPF1 S1116 (1:1350; Millipore Sigma 07-1016), sections were washed in Tris-buffered saline (TBS) and subsequently labeled with Alexa Fluor 488-anti-rabbit IgG (1:1000; Thermo Fisher Scientific) or mouse-on-mouse kit (MOM, Vector Laboratories) with streptavidin-Cy3 (1:1000). After labeling with 1 μg/ml of 4′, 6-diamidine-2′-phenylindole dihydrochloride (DAPI, Sigma-Aldrich), sections were washed, and mounted with ProLong Gold Antifade Reagent (Thermo Fisher Scientific).

In vitro cultures of cortical cells isolated from P1 WT mice were fixed in 4% paraformaldehyde in PBS, permeabilized with 0.2% v/v Triton X-100 in PBS for 10 min, and blocked with 3% bovine serum albumin (Rockland) in TBS containing 0.1% v/v Tween 20 (TBST). After washing with TBST, coverslips were incubated with primary antibody overnight at 4 °C: mouse anti-FMRP (1:250, Millipore Sigma, MAB2160); rabbit anti-UPF1 (1:500) [43]; or rabbit anti-p-UPF1 S1116 (1:500; Millipore Sigma 07-1016). Coverslips were extensively washed with TBST and subsequently incubated with secondary antibodies Alexa Fluor 488-anti-mouse IgG (1:1000; Thermo Fisher Scientific) or Alexa Fluor 568-anti-rabbit IgG (1:1000; Thermo Fisher Scientific), followed by 1 μg/ml DAPI (Sigma-Aldrich) for 1 h at room temperature. After washing with TBST, coverslips were mounted using ProLong Gold Antifade Reagent. Immunofluorescent images were captured on a Leica TCS SP5 II laser scanning microscope, Nikon A1R HD confocal microscope, or Olympus FV-1000 confocal laser scanning microscope. Montages were assembled using Leica LAS AF or Fluoview 4.2, Image J (Fiji, Version 2.1.0) and Adobe Illustrator software. The quantitative analysis of protein colocalization was performed using Image J *coloc2* plugin software.

## Supplementary Information

**Additional file 1.** This file contains one supplementary table (Table S1).

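Table S1 lists for each gene the results of the RNA-seq comparison upon UPF1-KD and those of RIP-seq, each as the mean normalized count, the log2 fold change, the test statistic and the p-values, by gene symbol and without naming the transcript. All 1027 genes were tested here by summed counts in the p-UPF1 IP over input: 760 had a log2 fold change above 0, 449 above 1, and 66 were depleted.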

**Additional file 2.** This file contains two supplementary figures (Figures S1-S2).

**Additional file 3.** This file contains one supplementary table (Table S2).

**Additional file 4.** This file contains one supplementary table (Table S3).

**Additional file 5.** Uncropped blots.

**Additional file 6.** Review history.

## Data Availability

RNA-seq and RIP-seq data are available in the Gene Expression Omnibus (GEO) under the accession number GSE180137 and NCBI Sequence Read Archive under the accession number PRJNA746942 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE180137 [47]). The data used for statistical analyses are provided in Additional file 4: Table S3.

# Supplementary material for: NMD abnormalities during brain development in the Fmr1-knockout mouse model of fragile X syndrome
**Source:** Genome Biol. 2021 Nov 16;22:317. doi: 10.1186/s13059-021-02530-9

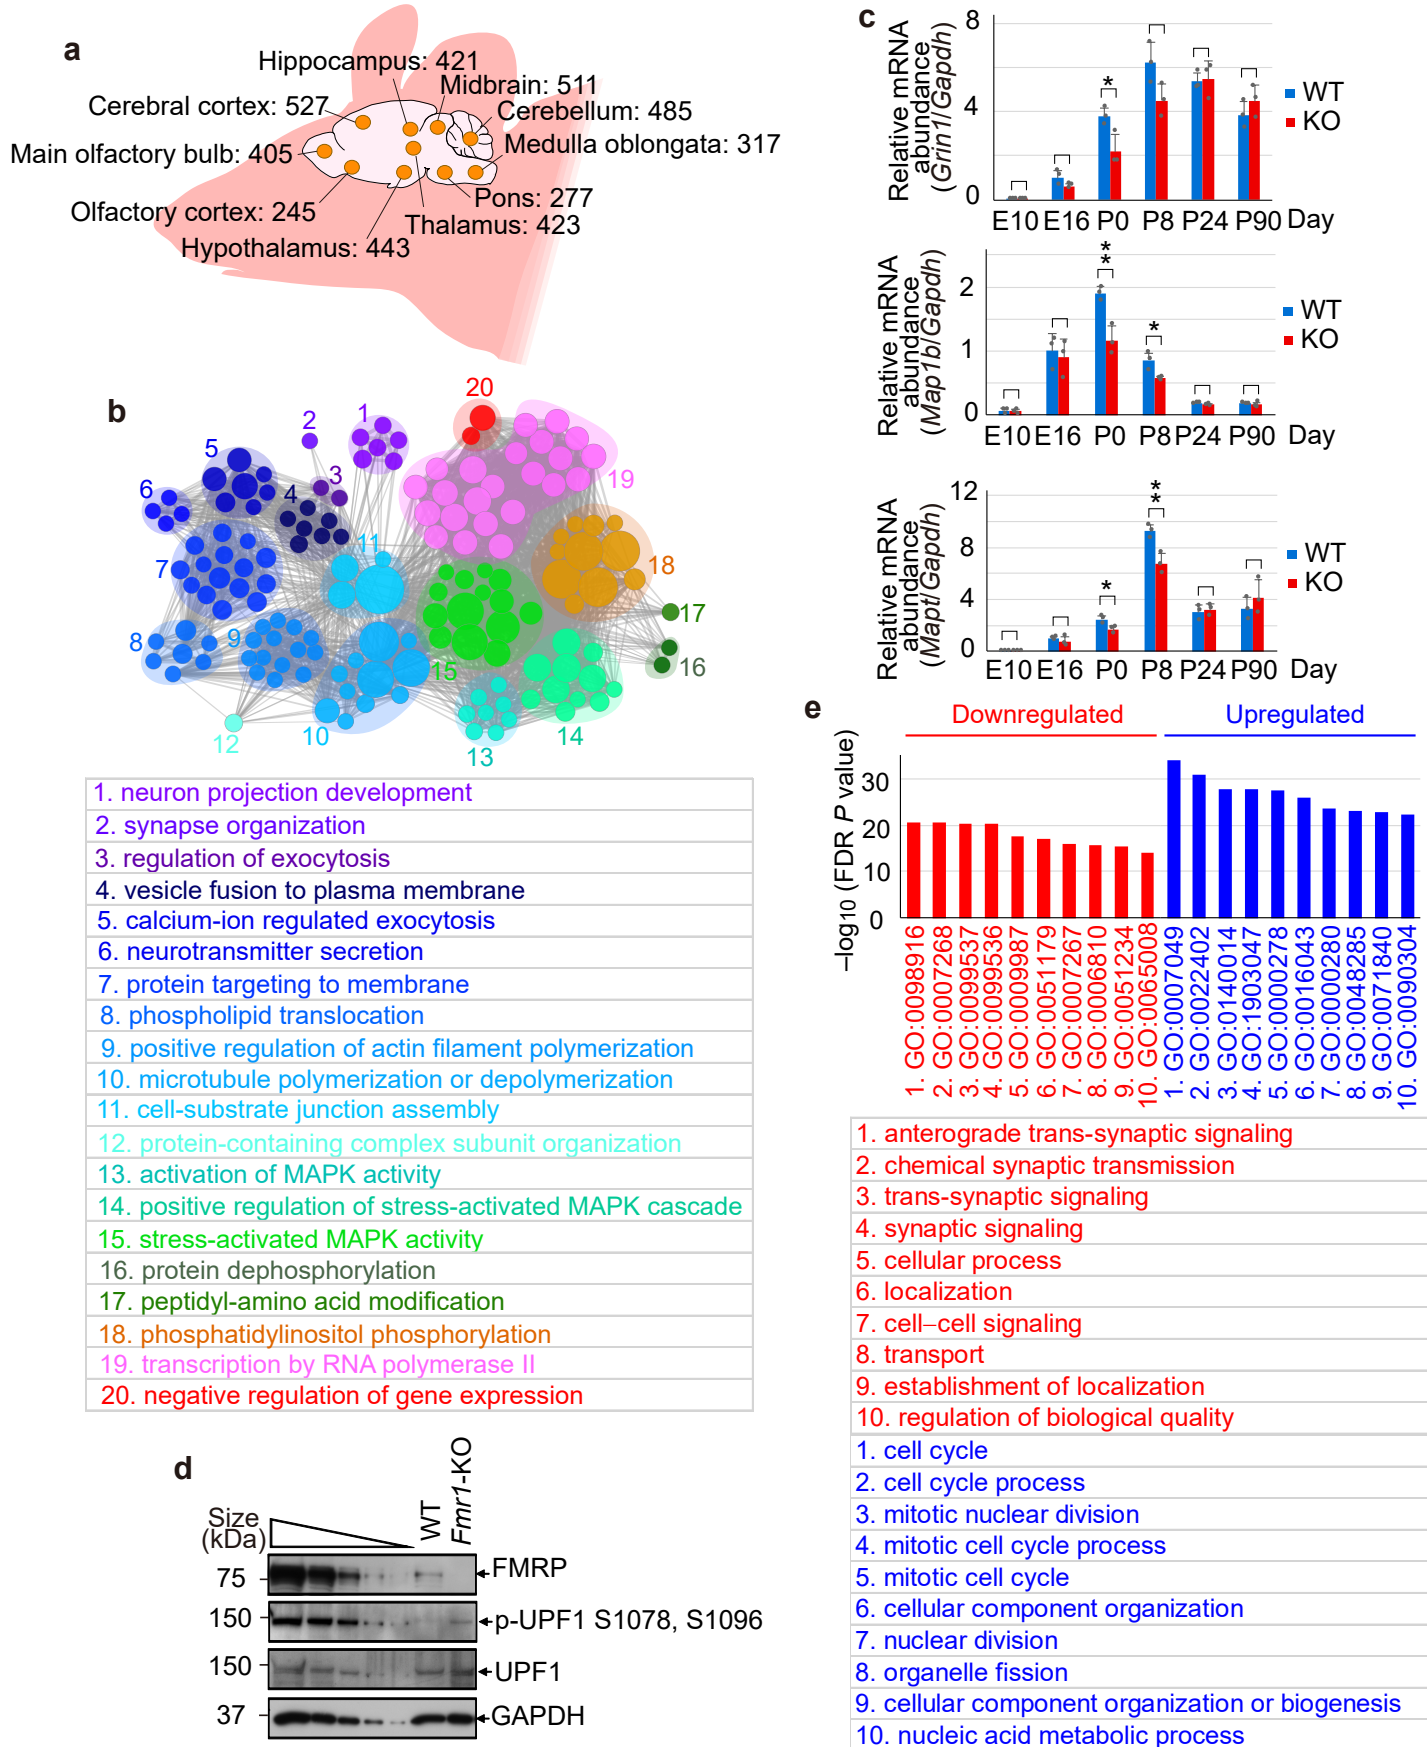

**Fig. S1.** Mouse NMD targets function in neuronal pathways. **a** EMAPA term enrichment analysis of the 1027 high-confidence NMD targets defined in Fig. 1a (false discovery rate [FDR] P-value < 0.05). The number of NMD targets identified for the specified brain region of adult mice is provided. **b** Network analysis using the GO term enrichment analysis dataset for NMD targets defined in Fig. 1a. **c** Histogram representation of RT-qPCR quantitations of the specified NMD targets, normalized to the level of *Gapdh* mRNA, using samples analyzed in Fig. 1d and e. The normalized levels in WT E16 mice are defined as 1. Means with S.D., where n = 3 (WT) and 3 (*Fmr1*-KO). (\*P < 0.05 or (\*\*P < 0.01 compares *Fmr1*-KO cells relative to WT cells (two-sided unpaired t-test). Note that it was not possible to reliably quantitate pre-mRNA levels from which each NMD target derives. However, one can compare the level of each NMD target, normalized to *Gapdh* mRNA, in WT and *Fmr1*-KO samples at each time point. **d** Western blot demonstrating that the level of p-UPF1 is elevated in 2-day cultures of P1 cortex from *Fmr1*-KO mice relative to WT mice. **e** GO term enrichment analysis for either upregulated or downregulated transcripts in Fig. 1h. Only the top ten ranked functional terms are shown.

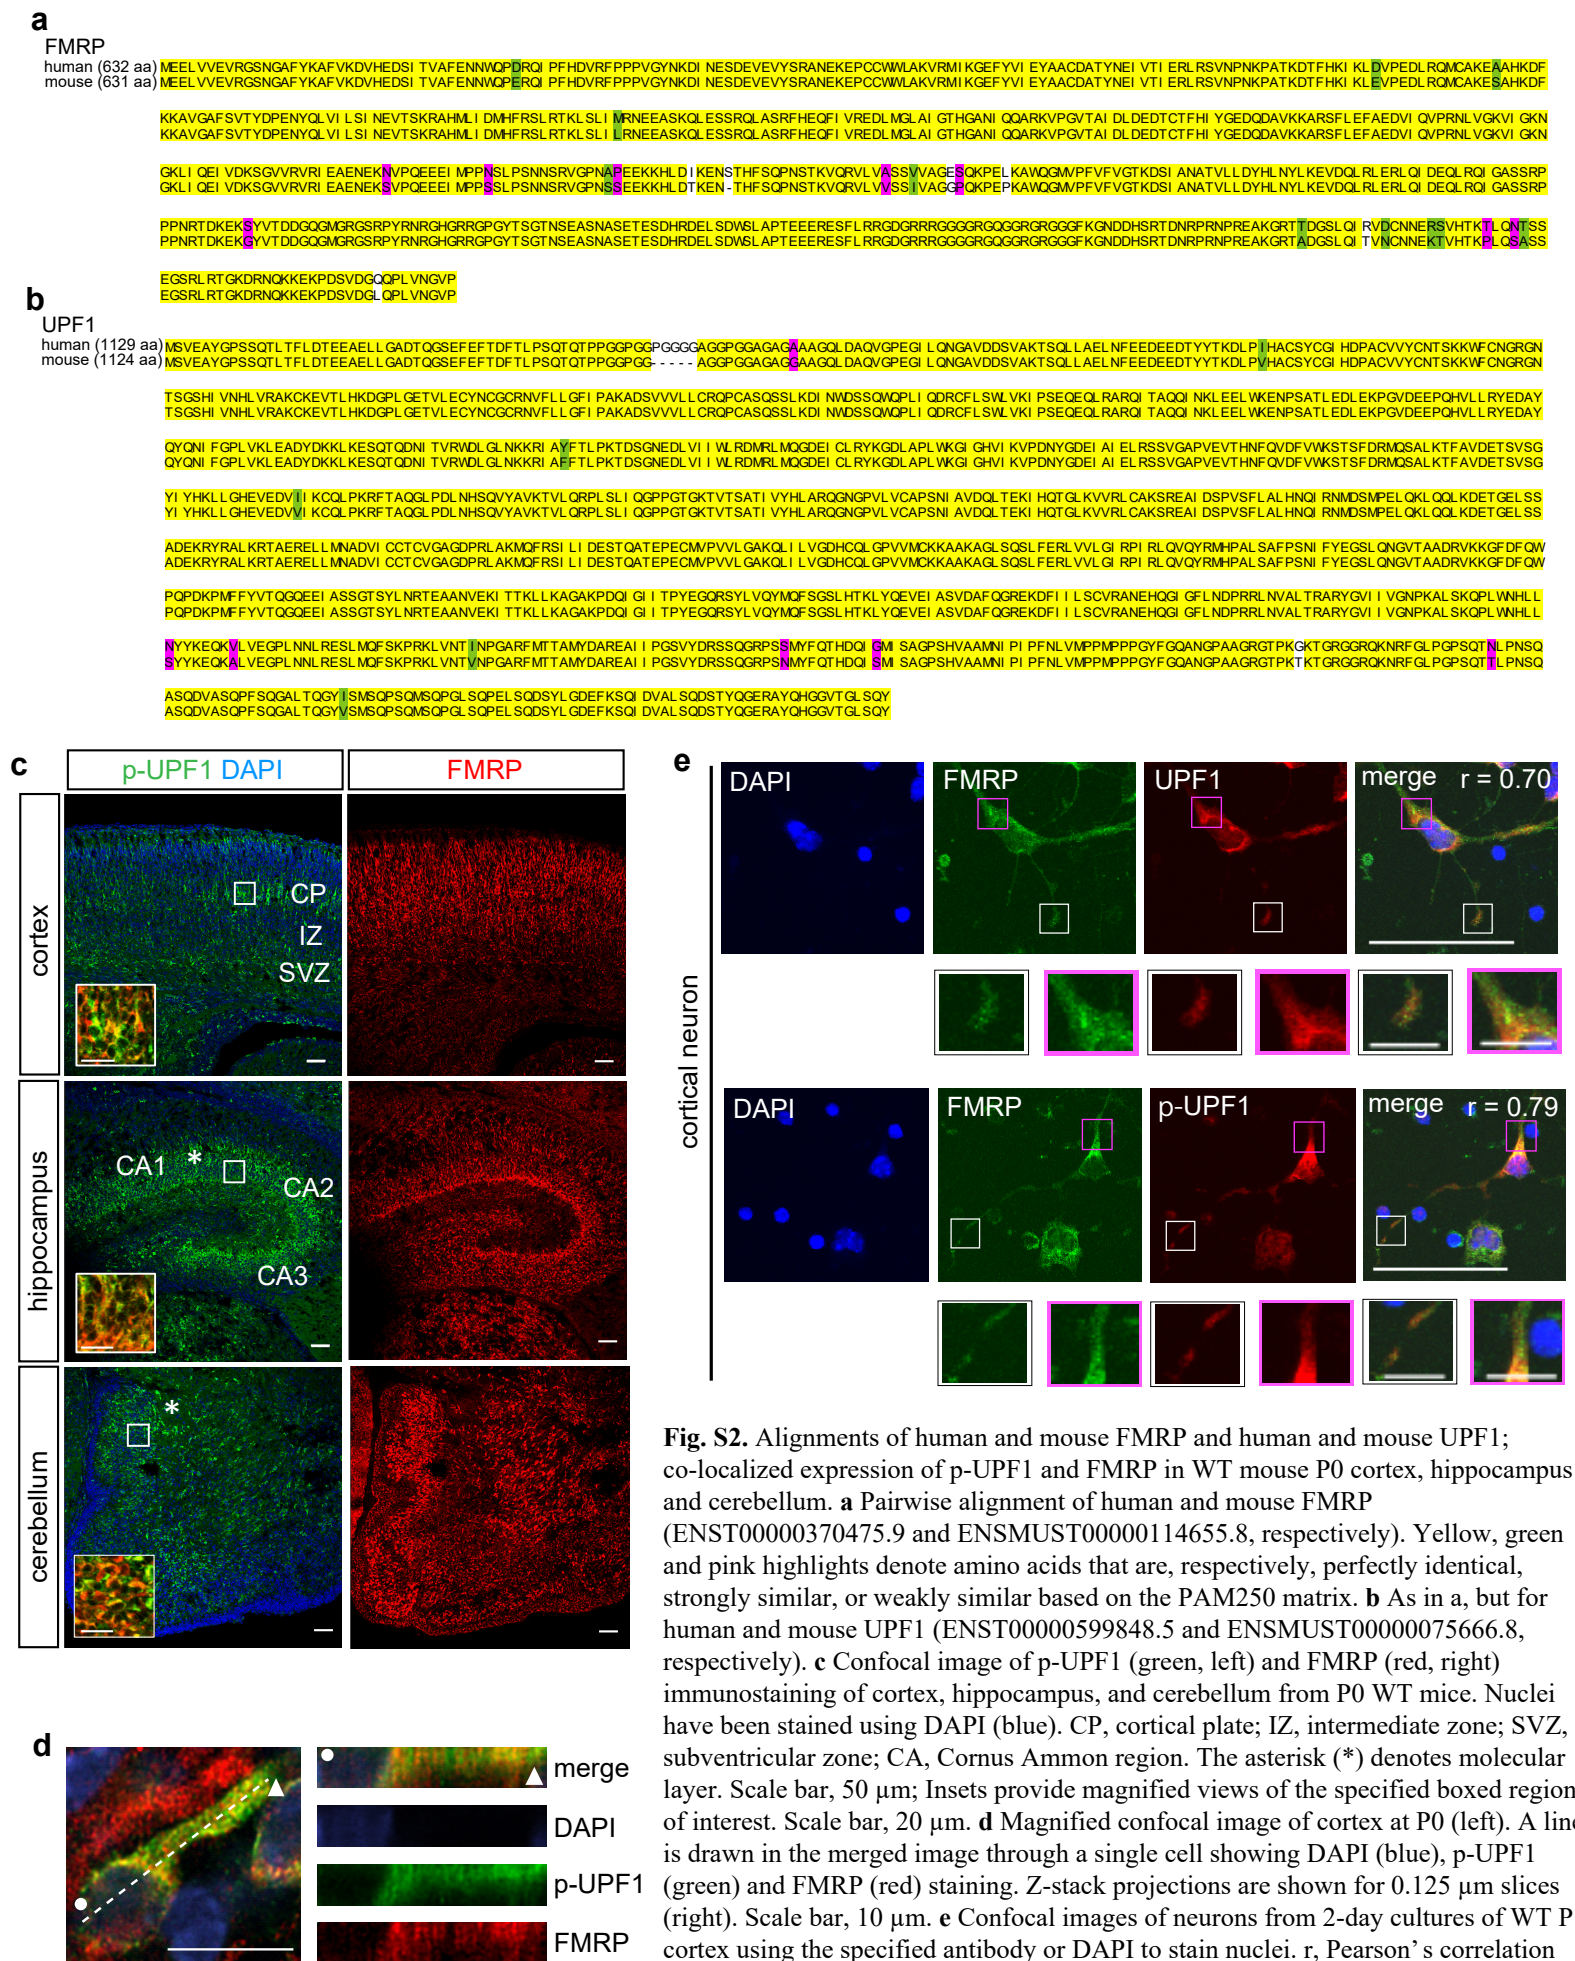

**Supplement:** Supplementary file 2 — Additional file 2. This file contains two supplementary figures (Figures S1-S2).

# Supplementary material for: NMD abnormalities during brain development in the Fmr1-knockout mouse model of fragile X syndrome
**Source:** Genome Biol. 2021 Nov 16;22:317. doi: 10.1186/s13059-021-02530-9
**Supplement:** Supplementary file 3 — Additional file 3. This file contains one supplementary table (Table S2).

**Table S2: Oligonucleotides used in this study**

How the deposited data were processed for this re-analysis (not part of the article)

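N2A cells treated with 200 nM okadaic acid for 2 h were studied by RIP-seq in 9 libraries: 3 of input RNA, 3 of RNA recovered with rIgG and 3 of RNA recovered with antibody to p-UPF1. The authors trimmed the reads with fastp, mapped them with STAR to GRCm38 and quantified transcripts with Salmon. The authors deposited estimated counts per transcript, which are whole numbers in the table and not scaled for library size; the paper's text does not name the rounding step. Replicates were not pooled. Every column of the table was matched to a library by its name. Total counts were lowest in the rIgG IP libraries (79010 to 474491), where a transcript needs 6.32 to 38 CPM to reach 3 counts; this floor covers counting error only.

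From these counts, each pair of groups was compared with edgeR 4.0.16 in R 4.3.3, by TMM normalization, estimated dispersions and the quasi-likelihood test, using only the 6 libraries of the groups compared. Transcripts entered with a summed count of at least 10. The thresholds, a log2 fold change above 1 and a Benjamini-Hochberg adjusted p under 0.05, are those of the legend of Fig. 1a. Standard errors of log2 fold changes were taken from the fold change and its F statistic. CPM values were scaled by TMM, except the smallest shares that the depth can show, which use the library totals. The same test was run on counts summed over the transcripts of a gene symbol. A fold change against a group with at most 3 counts in every library was computed as a lower bound, against 3 counts. Of the transcripts, 139921 were matched by identifier and version to GENCODE M21 (GRCm38), which gave coordinates, transcript types, 3' UTR lengths and GC content; the paper used a later release of the same build. The share of a transcript's 35-nt windows found in no other transcript of the gene was computed from its sequence.

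The genes named were chosen before the data were examined, as were the comparisons and their tests, the sets of genes and all alternatives but the pair named at the end of this paragraph. They are 16 genes that the paper names as mRNAs, and the 5 genes with the largest log2 fold change among enriched transcripts with at least 10 counts in every p-UPF1 IP library. A named gene is given by its summed count and its most-counted transcript. The transcript with the smallest p among those higher in the p-UPF1 IP was added after values were seen, and any other gene named was chosen after its values were seen. The 3 sets of genes, mitochondrially encoded genes other than those of tRNAs and rRNAs, replication-dependent histone genes and cytoplasmic ribosomal protein genes, were chosen by symbol and tested on summed counts with camera from limma 3.58.1, two-sided, at an inter-gene correlation of 0.01. The alternatives were DESeq2 1.42.0, RLE factors, library totals alone, edgeR's filterByExpr, no filter on low counts, all 9 libraries in one fit, the replicate number as a block, limma on log2 of the normalized value plus 1 or 0.5, glmTreat, a log2 fold change above 0, summed counts, and leaving out each library in turn. DESeq2 on all 9 libraries without a filter, and a fit without the 10 most-counted transcripts, were chosen after seeing the data. The replicate numbers come from the sample labels, and the paper's text does not say whether they pair the cultures. The correlation of same-numbered libraries' deviations was taken over transcripts with a mean count of at least 20.

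The procedure was tested on simulated data, with counts drawn from the means, library sizes and dispersions of these libraries and 200 features changed by a log2 fold change of 2 or 3 in either direction. For transcripts, edgeR recovered 16.5% of the changed features in the p-UPF1 IP over input (37290 tested), 23.0% over the rIgG IP (17596 tested) and 0% in the rIgG IP over input (28160 tested), with no false call. For summed counts it recovered 97.0%, 74.0% and 45.5%, and 7.18%, 11.9% and 8.08% of its calls were false. On transcripts, 67.5%, 23.4% and 32.6% of DESeq2's calls were false in the same order. Of limma's calls in the rIgG IP over input, 98.4% were false for transcripts. Recovered and false shares depend on how many features change. Only 200 did here, whereas 3644 transcripts were enriched and 6908 depleted in the real p-UPF1 IP over input. The simulated counts also used edgeR's dispersions, and calls used the adjusted p without a fold-change threshold. These shares therefore do not carry over to the real calls of edgeR, DESeq2 or limma. RNA-seq of N2A cells upon UPF1-KD and of cortical neurons is not analysed here, nor are western blots and RT-qPCR.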

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

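The tests in this part were chosen after the numbers of enriched and depleted transcripts were seen, and before their own results were.

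In the p-UPF1 IP over input, 6908 transcripts were depleted, 1.90 times the 3644 enriched. The paper discusses transcripts that increase in this IP, and these lie outside them. Deeper input libraries were weighed first: with the inputs randomly thinned to the totals of the p-UPF1 IP libraries, depleted transcripts still outnumbered enriched ones, by a ratio of 1.37 (5538 against 4032). A few transcripts taking most of the counts were weighed next: without the 10 most-counted transcripts the ratio was 1.77. That fit still used TMM, which trims such transcripts already, and moved the median log2 fold change by only 0.058, so it says little about their effect, which remains open. Thinning lowers the excess without removing it. The scaling was weighed too. With library totals in place of TMM, 4597 transcripts were depleted and 5249 enriched, whereas RLE factors kept the excess (6401 against 3885), as did DESeq2 on the 6 libraries (8079 against 5325). With DESeq2 on all 9 libraries without a filter, an alternative chosen after seeing the data that changes the test and the filter as well, 3088 were depleted and 5109 enriched. Of the 4 splits of the 6 libraries that part every same-numbered pair, 1, the real one, gave as many enriched transcripts, and the others gave 0; 4 splits are too few to put a share under 0.05. The 6 splits that part a single pair gave 0 as well. Leaving out one input library lowered the number of depleted transcripts to between 3682 and 4434, and each of these fits still had more depleted than enriched ones. GC content and transcript length were not tested for this pattern. The excess of depleted transcripts thus holds with TMM and RLE factors and not with library totals, and no biological explanation was tested.

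In the p-UPF1 IP over the rIgG IP, 2916 transcripts were enriched and 309 depleted. The paper reports no RIP-seq comparison with rIgG. The rIgG IP libraries hold 79010 to 474491 counts against 5312526 or more in the p-UPF1 IP libraries, and detected 5196 to 11989 transcripts against 27876 to 29794. Leaving out p-UPF1 IP replicate 1, 2 or 3 left 2, 1 and 2 enriched transcripts, whereas leaving out a rIgG IP library left 2326 to 2791. By summed counts 2102 genes were enriched and 643 depleted. Of the 4 splits that part every same-numbered pair, 1, the real one, gave as many enriched transcripts; the others gave at most 2, and so did the 6 that part a single pair, but 4 splits cannot give a share under 0.05, whatever their counts. Of the 3644 transcripts enriched over input, 3516 had a positive log2 fold change over the rIgG IP and 1553 were enriched there too. Both comparisons share the p-UPF1 IP libraries, so this overlap is not independent. All 23034 transcripts tested over the rIgG IP had a median log2 fold change of 4.12 there, so a positive value says little. In counts simulated for this comparison edgeR recovered 23.0% of the changed transcripts with no false call. The p-UPF1 IP libraries were not thinned to the depth of the rIgG IP here, so an effect of depth on the number remains open. No biological explanation was tested.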

How the results depend on the processing

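Of the alternatives run for the number of transcripts enriched in the p-UPF1 IP over input (3644), only the replicate block moved it by more than 1.5 times, to 1075; the other alternatives gave between 2808 and 5325, and the 6 fits that each left out one library gave 3157 to 3664. Of the block's 1075 transcripts, 1069 were among the 3644. The number of Table S1 genes with an enriched transcript (715) moved to 252 with the replicate block and to 448 by summed counts, and lay between 638 and 699 with single libraries left out. Same-numbered libraries did not deviate together (r = 0.000984 for transcripts and 0.0294 for summed counts), and the cause of the lower count was not tested.

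Over the rIgG IP the number of enriched transcripts (2916) was less stable. It was 1855 with DESeq2, 1630 with RLE factors, 1294 with library totals alone, 1593 with all 9 libraries in one fit, 818 with the replicate block, 1857 with glmTreat, 7784 and 7747 with limma at pseudocounts of 1 and 0.5, and 1646 with DESeq2 on all 9 libraries, which was chosen after seeing the data. With single libraries left out it ranged from 1 to 2791. The corresponding number of Table S1 genes (518) was 329 with RLE factors, 269 with library totals, 320 with all 9 libraries and 182 with the block, and ranged from 0 to 492 with single libraries left out. The cause was not tested.

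In the rIgG IP over input, 0 transcripts were enriched, with 478 at a log2 fold change above 1 and an unadjusted p under 0.05. The alternatives that called any were DESeq2 (580 transcripts, 68 Table S1 genes), RLE factors (8 transcripts), filterByExpr (112 and 7), all 9 libraries in one fit (117 and 16), the replicate block (132 and 17), limma (130 and 129 transcripts, 17 and 17 genes), DESeq2 on all 9 libraries (945 and 178) and summed counts (95 genes, none of them in Table S1). Depleted transcripts outnumbered enriched ones with DESeq2 (789), filterByExpr (1980) and all 9 libraries in one fit (1261). The same held with the replicate block (268) and limma (15619 and 15864). Depleted ones were fewer with RLE factors (0), DESeq2 on all 9 libraries (263) and summed counts (51 genes). Single libraries left out gave 0 to 110 enriched transcripts and 0 to 11 Table S1 genes. In simulated counts for this comparison edgeR recovered 0 of 200 changed transcripts, and 32.6% of DESeq2's calls and 98.4% of limma's were false. With only 200 features changed, these shares need not hold for the real calls. For summed counts edgeR recovered 45.5% of the changed genes, with 8.08% of its calls false. The other alternatives were not tested on simulated counts. The cause was not tested.

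The balance of calls moved with the scaling and with other settings. Library totals raised the median log2 fold change of all transcripts in the p-UPF1 IP over input by 0.70, and RLE factors by 0.13. Enriched transcripts made up 34.5% of the calls with TMM, 37.8% with RLE factors, 39.7% with DESeq2, 53.3% with library totals and 62.3% with DESeq2 on all 9 libraries. Over the rIgG IP they made up 90.4% with TMM, 82.9% with RLE factors, 78.0% with library totals, 76.2% with DESeq2 and 49.0% with DESeq2 on all 9 libraries. There, RLE factors and library totals moved the median of all transcripts by only -0.04 and -0.05. DESeq2 changes the test as well as the scaling. Over input, the remaining settings gave shares from 30.3% (limma, pseudocount 0.5) to 46.2% (without input replicate 1), with 41.9% for filterByExpr. Median log2 fold changes of summed counts were -0.42 with TMM and -0.01 with library totals, so sets of genes are given relative to the median of all genes.

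The 3 sets of genes stayed below the median of all genes in both comparisons under each alternative run for them: DESeq2, RLE factors, library totals, filterByExpr, no filter, all 9 libraries in one fit, the replicate block and single libraries left out. For replication-dependent histone genes over the rIgG IP, the difference of -1.19 (adjusted p = 0.000736 from limma's camera) became -0.98 with filterByExpr (adjusted p = 0.0706 from limma's camera). That filter kept 29 of the 70 genes, and the adjusted p from limma's camera ranged from 0.000557 to 0.0706 over the alternatives. The difference shrank most without rIgG IP replicate 1, to -0.53, where 34 of 59 genes had a positive log2 fold change. With the replicate block the differences over input were -4.29 for mitochondrially encoded genes (other than those of tRNAs and rRNAs), -1.08 for histone genes and -2.23 for ribosomal protein genes, and over the rIgG IP they were -4.65, -1.30 and -2.18. Without a filter the median of all genes over input moved from -0.42 to -1.42, and all 3 differences shrank. They became -3.37 for mitochondrially encoded, -0.14 for histone and -1.27 for ribosomal protein genes. The histone median itself was -1.495 with the filter and -1.561 without it.

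Among the named genes, the direction of Gabbr1 (-0.21) reversed with library totals (0.20), as did that of Sez6 (-0.28 to 0.13). The log2 fold change of Myt1 (-0.01) reversed with DESeq2 and with RLE factors (0.008183 and 0.007629), with library totals (0.3975), with filterByExpr (0.01669) and with all 9 libraries in one fit (0.0169), and ranged from -0.09805 to 0.0884 with single libraries left out; it is smaller than its standard error of 0.11. The changes of sign with library totals go with the shift of the median of all genes given above (-0.42 to -0.01) and are not specific to these genes. Of the other values of the named genes under an alternative, filterByExpr not counted, 19 lost and 3 gained an adjusted p under 0.05, and 221 kept their direction and their side of that threshold. Depth limits results that involve the rIgG IP most, where the floor of 3 counts is at 6.32 to 38 CPM.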

Differences from the paper's values

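Table S1 gives a log2 fold change of RIP-seq for each gene, with a standard error here taken as the fold change divided by its statistic. The paper quantified RIP-seq per transcript, whereas a summed count covers all transcripts of a gene, so the measures are unlike. A difference between them therefore does not show that the paper's value fails to reproduce. Set beside the summed counts, the paper's value differed for 10 of the 11 named genes. The paper's value for Grin1 was 6.90, against 1.01; for Mapt the paper's was 5.99, against 0.58; for Gabbr1 the paper's was 4.80, against -0.21; for Olfm1 the paper's was 2.08, against -0.44; and for Sema6d the paper's was 2.57, against -0.66. For Sez6 the paper's value was 5.69, against -0.28; for Gria2 the paper's was 2.35, against 0.43; for Elavl4 the paper's was 8.49, against -1.54; for Myt1 the paper's was 9.74, against -0.011; and for E2f7 the paper's was 2.31, against 0.76. Of the alternatives set before the data were examined, those run on summed counts were DESeq2, RLE factors, library totals, filterByExpr, no filter, all 9 libraries in one fit, the replicate block and leaving out each library. None of these closed the gap for any of these 10 genes. For Map1b the value here, 0.86, lay within the standard error of 0.22 of the paper's 0.997. With library totals it was 1.27, which lay outside. The limma and glmTreat alternatives were not run on summed counts.

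Table S1 does not name the transcript behind each value. Beside summed counts, the transcript with the smallest p among those higher in the p-UPF1 IP was therefore compared too; this was set apart as a separate comparison after its values had been seen, because a search over DESeq2 fits did not identify the paper's transcripts. Values were compared by the larger of the paper's and the fit's standard error, or by the paper's alone for limma and glmTreat. A less precise fit thus comes within more easily, so lying within or outside is no measure of agreement on its own. The transcripts of Grin1, Myt1 and Sez6 had 0 counts in every input library, so only a lower bound can be given for them, at least 25.9-fold, 47.5-fold and 14.2-fold higher. None of these bounds is above the fold change that the paper's log2 values of 6.90, 9.74 and 5.69 stand for. Fitted log2 fold changes (8.78, 9.66 and 7.92) depend on how 0 counts are handled, so they cannot be placed within or outside the paper's values. By number alone those of Grin1 came near the paper's under all settings but library totals (9.33) and without p-UPF1 IP replicate 3 (9.24), those of Myt1 under all but limma (6.62 and 7.61), and those of Sez6 only with all 9 libraries in one fit (7.37) and limma (4.93 and 5.90), which is no evidence for or against them. For Gabbr1 the transcript had a log2 fold change of 3.12 (adjusted p = 0.224, edgeR) against the paper's 4.80, within the larger standard error. It also lay within it with DESeq2 (3.39), RLE factors (3.26), library totals (3.80), the replicate block (4.10), and without input replicate 1 (6.35) or p-UPF1 IP replicate 1 (3.69) or 2 (3.24). It lay outside with no filter (3.08), all 9 libraries (3.09), limma (2.47 and 3.08), glmTreat, and without input replicate 2 (2.60) or 3 (2.59) or p-UPF1 IP replicate 3 (2.44). For Olfm1 the transcript's 1.49 lay outside the paper's 2.08, and also without a filter (1.44), with all 9 libraries (1.497), the replicate block (1.47), limma (1.44 and 1.46), glmTreat, and without input replicate 3 (1.43) or p-UPF1 IP replicate 2 (1.37). It came within the larger standard error with DESeq2 (1.62), RLE factors (1.61), library totals (2.19), filterByExpr (1.59) and the other 4 fits that left out a library (1.53 to 1.65). E2f7, Elavl4 and Map1b came within it under a few settings only, E2f7 with library totals (2.23) and without input replicate 3 (1.71) or p-UPF1 IP replicate 2 (1.69), Elavl4 with the replicate block (7.09), and Map1b with all 9 libraries (1.51). Transcripts of Mapt, Sema6d and Gria2 came within it under none of the settings run.

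By summed counts, Elavl4, Sema6d and Olfm1 were lower in the p-UPF1 IP than in input (log2 fold changes of -1.54, -0.66 and -0.44). The paper lists all 3 among mRNAs that increase there, but from counts per transcript, so the measures are unlike. The legend of Fig. 1a sets a log2 fold change above 1 for RIP-seq, and 17 genes of Table S1 have a paper's value of 1 or less, the lowest being the paper's 0.783. The paper's number of transcripts increased in the p-UPF1 IP was about 3800 in Fig. 1a, read by eye, beside 3644 transcripts of 3023 genes here; the comparison was first made with genes and changed to transcripts once the legend's unit was noticed, and neither number differs from the paper's by more than 1.5 times. Of the 1027 genes, 715 had an enriched transcript here; more had one with DESeq2 (830), library totals (851), a log2 fold change above 0 (775), filterByExpr (770), limma (770 and 765) and RLE factors (749), and with the alternatives chosen after seeing the values, DESeq2 on all 9 libraries (880) and leaving out the 10 most-counted transcripts (736). Fewer had one with no filter (663), all 9 libraries in one fit (604), glmTreat (590), the replicate block (252) and single libraries left out (638 to 699), and 448 were enriched by summed counts. With library totals alone the summed counts of Map1b and E2f7 also passed both thresholds (1.27 and 1.17), and that of Myt1 was higher (0.40, adjusted p = 0.0273 from edgeR; over its alternatives the adjusted p ranged up to 0.957 with edgeR and was 0.962 with DESeq2), while the median of all genes moved from -0.42 to -0.01.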

Other observations

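The tests in this part were chosen after the counts of enriched transcripts, and opposite changes in transcripts of a few genes such as Grin1 and Mapt, had been seen, and before the tests' own results were. The sets of genes were chosen before the data were examined.

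Of the 3644 transcripts enriched in the p-UPF1 IP over input, 1525 belonged to a gene that was not enriched by its summed counts, 682 to a gene with a negative log2 fold change and 203 to a depleted gene. A depleted transcript of the same gene accompanied 1622 of them, and 1506 had at most 3 counts in every input library. A candidate explanation is that reads shared between the transcripts of a gene were assigned differently in IP and input libraries. If so, enriched transcripts whose gene is not enriched would have less sequence of their own: among genes with at least 2 transcripts, their median share of 35-nt windows found in no other transcript of the gene was 5.18% (1511 transcripts), against 10.8% (1747 transcripts) where the gene was enriched too, a difference of -5.6 percentage points (permutation test of the means, two-sided, p = 1e-05, the smallest that 100000 permutations can give). A second test asked whether counts were exchanged within genes, and partly restates the pattern, since an enriched transcript of a gene not enriched as a whole needs siblings that rose less or fell. Enriched transcripts had a depleted sibling in 52.1% of cases and other transcripts in 40.2%, with a Mantel-Haenszel odds ratio of 1.63 (95% confidence interval 1.5 to 1.76) within groups of like sibling number and mean count. Transcripts and genes are not independent replicates, so these tests describe the table. The lower share of unique windows is what differing assignment of shared reads would give. The groups were not matched for the number of transcripts per gene, though, which may bear on both the share and the summed result. The first test thus cannot single out this explanation, and the second adds little. An actual difference in which transcripts p-UPF1 binds was not separated from it. The transcript with the largest log2 fold change chosen by the rule for named genes was one of Lars2. This transcript, ENSMUST00000215087.1, had 0 counts in every input library and 304498 to 410501 in the p-UPF1 IP libraries. It also had 13247, 4340 and 2560 counts in the rIgG IP libraries, so its presence in an IP but not in input was not specific to p-UPF1. The summed count of Lars2 had a log2 fold change of 0.25 over input (adjusted p = 0.0944, edgeR). The other 4 genes chosen by this rule, Nap1l1, Syne2, Sptan1 and Ubr4, also had a transcript with 0 counts in every input library, and summed log2 fold changes of 0.19, 0.76, 0.53 and 0.98. In the rIgG IP libraries the transcripts of Nap1l1, Syne2 and Sptan1 had 0 counts too, and that of Ubr4 had 0, 6 and 5.

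In the rIgG IP over input, 0 transcripts were enriched, with 478 above a log2 fold change of 1 at an unadjusted p under 0.05. If low depth alone were the reason, p-UPF1 IP libraries thinned to the totals of the rIgG IP libraries would give few enriched transcripts; they gave 677 of 36464 tested, 18.6% of the number without thinning. Totals this low thus did not keep the test from calling changes of the size found in the p-UPF1 IP. Whether depth accounts for the 0 remains open, because changes in the rIgG IP may be smaller. Without rIgG IP replicate 3, the library with the fewest counts, 110 transcripts were enriched, against 53 without replicate 1 and 0 without replicate 2. In simulated counts with the spread of the rIgG IP libraries the test recovered none of 200 changed transcripts. The 0 is therefore not evidence that rIgG recovered a sample like input. The real split gave 0, so all 4 splits that part every same-numbered pair give at least as many by construction, which carries no information; the 3 other than the real one gave 501 to 1471 transcripts in the larger direction; the splits that part a single pair gave 0 to 1550. By summed counts 95 genes were enriched in the rIgG IP over input and 51 depleted.

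Mitochondrially encoded genes (without those of tRNAs and rRNAs, which are not in the set), replication-dependent histone genes and cytoplasmic ribosomal protein genes were lower in the p-UPF1 IP over input than the median of all genes, by log2 differences of -4.29, -1.08 and -2.23 in summed counts. Of their genes, 13 of 13, 57 of 66 and 75 of 82 had a negative log2 fold change, and camera gave p-values of 9.87e-32, 8.91e-05 and 9.29e-47 (adjusted over the 3 sets 1.48e-31, 8.91e-05 and 2.79e-46). In all 3 p-UPF1 IP libraries the median log2 CPM of each set, relative to that of all genes, was below every input library: 3.43 to 3.72 against 7.23 to 7.29, 0 to 0.194 against 1.40 to 1.70, and 2.38 to 2.53 against 4.74 to 4.97. Over the rIgG IP the differences were -4.68, -1.19 and -2.49, with p-values of 1.68e-32, 0.000736 and 1.91e-17. For histone genes, though, none of the p-UPF1 IP libraries (-0.864 to -0.711) lay below every rIgG IP library (-1.46 to 0), so that difference does not exceed the spread between replicates. The sets were taken by symbol, which also takes in a few other genes such as Rps19bp1 and Hist3h2bb-ps, chosen as examples after the list was seen. Counts of single genes in such families are uncertain where near-identical copies share reads. Transcript length, GC content and shared reads were not tested for these sets, nor was any biological explanation.

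Across 12716 protein-coding genes, the log2 fold change by summed counts rose with the mean annotated 3' UTR length (Spearman rho = 0.11, permutation p = 1e-05, the smallest possible, and 2e-05 adjusted over the 2 relations across genes computed). Its median was -0.60 in the group of genes with the shortest 3' UTRs among 5 equal groups (median 185 nt) and -0.10 in the group with the longest (median 2743 nt). The relation was positive in all 5 groups of genes by GC content, the lowest rho being 0.0936. Among 5 groups by mean count it was positive in 4, and rho ranged from -0.00915 to 0.202, so the relation was not seen in one of these groups and an effect of the mean count is not ruled out. A hypothesis is that mRNAs with longer 3' UTRs may carry more p-UPF1 in these cells; genes are not independent replicates.

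Transcripts annotated as nonsense-mediated decay targets were enriched in 308 of 3050 cases (10.1%) and protein-coding transcripts in 2097 of 23817 (8.80%). Within genes, the Mantel-Haenszel odds ratio was 1.13 with a 95% confidence interval of 0.959 to 1.34, which does not exclude 1. Among transcripts with at least 50% windows of their own, 31 genes had both kinds tested and no finite odds ratio was obtained, so reads shared between transcripts of a gene cannot be ruled out as a source of any difference.

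Among the 1027 genes of Table S1, the paper's log2 fold change upon UPF1-KD and the log2 fold change of the p-UPF1 IP over input by summed counts showed no relation past the threshold (Spearman rho across genes -0.0279, permutation p = 0.38, adjusted p = 0.38). The genes were selected on both measures, which limits what a correlation among them can show.

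Of the genes the paper names that are outside Table S1, the summed counts of Arc and Upf1 were higher in the p-UPF1 IP than in input, with log2 fold changes of 3.48 (standard error 0.11) and 2.09 (standard error 0.07), and those of Gapdh and Fmr1 were lower, at -3.38 (standard error 0.32) and -1.15 (standard error 0.20), each with an adjusted p under 0.05 from edgeR's quasi-likelihood test. Dlg4 was higher by 0.25 (adjusted p = 0.0370, edgeR), which did not pass without a filter on low counts or when input replicate 2 or 3 or p-UPF1 IP replicate 2 was left out. The count of Gapdh, which has pseudogenes, is uncertain where reads are shared with them. CT010467.1, chosen after its values were seen, took 14.2% to 16.1% of the counts of the input libraries and 21.9% to 23.4% of those of the rIgG IP libraries, but 0.0271% to 0.0307% of those of the p-UPF1 IP libraries. Lars2 took 12.1% to 28.8% and Gm42418, also chosen after its values were seen, 24.2% to 39.9% of the counts of each library. No explanation was tested for these values.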
